A study of Rattus norvegicus with 8 samples. Its data were reported in "HDAC inhibitors attenuate the development of hypersensitivity in models of neuropathic pain" (2013).

How the data were processed

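Gene expression was measured in the ipsilateral L5 dorsal root ganglia (DRG) of rats, 14 days after transection of the L5 spinal nerve. Rats had received either the class I histone deacetylase inhibitor (HDACI) MS-275 at 30 nmol per day, delivered intrathecally, or vehicle. There were 4 samples per group, described in the study's methods as biological replicates, and each was hybridized to 1 Affymetrix Rat Gene 1.0 ST array. Groups and replicate numbers were taken from the sample labels.

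The authors preprocessed the arrays with RMA in the Bioconductor package oligo, that is, background correction, quantile normalization between arrays and a summary per probe set, and the deposited values were on a log2 scale. Versions of these tools were not given in the sources used here. RMA gives every array nearly the same distribution, so a change shared by all transcripts would not be visible in these values. It also compresses differences of dim probe sets. The array signal has no read depth, and the number of arrays limits the precision.

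The table held 28826 probe sets. Gene names came from an annotation of the array platform, checked against current gene identifiers in RefSeq (assembly GRCr8). Of the probe sets, 15209 carried 1 gene symbol, 306 carried several and 13311 carried none. The first class covered 14497 genes, of which 494 had more than 1 probe set. A current gene identifier was found for 15178 of the probe sets with 1 symbol. Probe sets with several symbols or none entered all counts but were given no gene name. Genomic positions were not used here, since the sources do not name the build of the annotation.

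Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings) as HDACI minus vehicle, two-sided, with Benjamini-Hochberg adjustment over all 28826 probe sets. No filter, block or covariate was used. Probe sets were counted at an adjusted p of 0.05, at an unadjusted p of 0.01, and at an unadjusted p of 0.01 with a fold change of at least 1.5. The 95% confidence interval of each difference came from the same fit. Per-gene values were taken from the probe set with the highest mean over all 8 arrays.

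For gene groups, 27 lists were fixed before the values were examined, but after a gene list of the study from these same arrays had been read. They covered the HDAC family, known responders to HDAC inhibitors, the genes the study assayed by ChIP-qPCR or qRT-PCR, the nerve injury response, sensory neuron identity, pain channels and receptors, neuronal genes repressed by REST, neuropeptides, satellite glia, myelinating Schwann cells, macrophages, T and B lymphocytes, neutrophils, cytokines and chemokines, interferon and antigen presentation, skeletal muscle, adipocytes, erythroid cells, endothelial cells and pericytes, fibroblasts and meninges, central nervous system tissue, the mitochondrial genome, core histones, immediate early genes, cell cycle, stress and heat shock, and reference genes. Of 559 list entries, 482 had a probe set of their own. Genes of the mitochondrial genome were not analysed here, which left 26 lists. Lists were tested with camera (limma) at its preset correlation of 0.01 between genes, with adjustment over the 26 lists. Camera with an estimated correlation, fry and an exact permutation test of the list mean per array (70 relabellings) were set beside it. None of the lists is therefore fully independent of these arrays. This applies most to the skeletal muscle list and the pain channels and receptors list. Genes past an unadjusted p of 0.01 were also on the interferon, immediate early and stress lists. Another 3 marker lists were added after the arrays had been examined. All 3 were written after some of their genes had been seen, which for the one of further skeletal muscle genes were Ampd1, Myot and Tmem38a.

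Genes were named by a rule fixed before the data were examined. Named were all genes past an adjusted p of 0.05 (at most 20), the 10 largest rises and 10 largest falls among genes past an unadjusted p of 0.01, all genes the study assayed, up to 4 members with the smallest p of each list past its threshold and up to 2 of each other list, and at most 2 probe sets without a symbol per direction. Genes named outside this rule are said to be chosen after their values were seen.

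Arrays were compared by principal components of all probe sets and by their correlations, with exact permutation tests of the difference between groups along components 1 and 2. No pair of arrays held the same values: at most 0.0486% of probe sets were equal between 2 arrays. Alternatives fixed before the values were examined, the muscle score among them after the study's gene list had been read, were the replicate number as a block, a filter on dim probe sets (mean under the 30th percentile), probe sets with 1 symbol, median centring, a second quantile normalization, cyclic loess, an intensity trend with and without robust variances, array weights, a skeletal muscle score as covariate, each array left out in turn, the mean of a gene's probe sets, and the 1000 most variable probe sets for the components. Leaving out the arrays with the most muscle signal and the exact test of list means were added after the data had been seen.

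The procedure was tested on simulated data with the spread of these arrays, for the comparison of HDACI with vehicle over 28826 probe sets, 200 of them changed. At an adjusted p of 0.05 it recovered 11 of 50 probe sets changed 1.25-fold, 38 of 50 changed 1.5-fold, 46 of 50 changed 2-fold and 48 of 50 changed 4-fold, with 9 false calls. These simulated probe sets varied independently of each other, which real genes do not. All 4 sizes of change were adjusted together, so the large changes eased the threshold for the small ones. Recovery when changes are few or only small was not tested.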

Results

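The transcriptome of injured L5 DRG was compared between 4 rats given the HDACI MS-275 and 4 rats given vehicle, 14 days after spinal nerve transection. The DRG holds the cell bodies of sensory neurons, wrapped by satellite glia. The comparison asks whether intrathecal HDACI changed gene expression in the ganglion whose nerve had been cut. All 28826 probe sets were measured on every array, and array medians lay between 8.13 and 8.16 on the log2 scale.

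Genes of skeletal muscle had large weights in the main differences between arrays. Component 1 held 28.4% of the variance and component 2 held 24.4%. Of the 50 genes with the largest weight, 26 on component 1 and 27 on component 2 belonged to the 36 measured skeletal muscle genes, against 0.124 by chance. Component 1 did not order the arrays by muscle signal. Vehicle replicate 1, highest in muscle genes, and HDACI replicate 4, lowest in them, lay on the same side (-24.5 and -15.6), and Lilrb4, Mmp13 and Mmp9 were among its 10 genes with the largest weight. The components did not separate the groups. The exact permutation p of the difference between groups was 0.83 along component 1 and 0.0857 along component 2, two-sided. Without vehicle replicate 3 the exact permutation p along component 2, refitted, was 0.0286, the smallest this test can give there. That setting kept only the vehicle arrays high in muscle genes. Arrays correlated at 0.991 to 0.997, with a mean of 0.995 within groups and 0.994 between them.

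**Figure D1:**
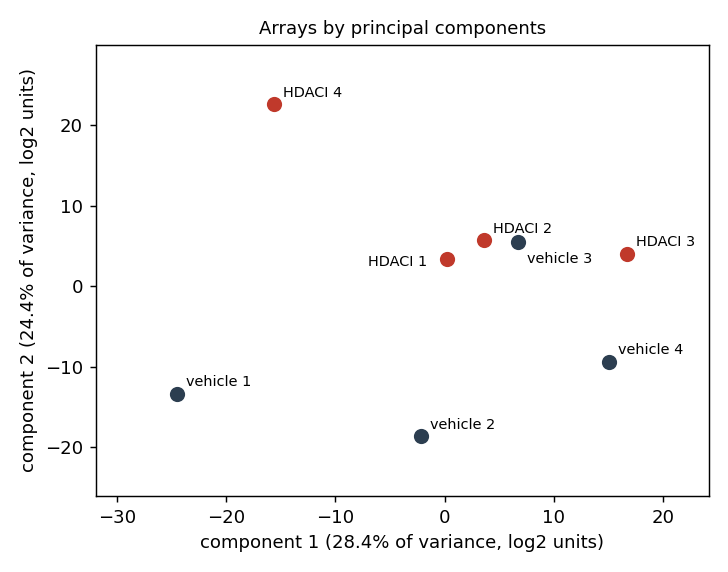
Each point is 1 array, placed by its score on principal components 1 and 2 of all 28826 probe sets, with HDACI arrays in red and vehicle arrays in dark blue. Vehicle replicate 3 lies among the HDACI arrays, and HDACI replicate 4 lies apart from the rest at 22.6 on component 2.

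No single gene passed the adjusted threshold. By limma, 0 of 28826 probe sets had an adjusted p under 0.05, and the smallest adjusted p was 0.580. At an unadjusted p under 0.05 there were 1022 probe sets against 1441 by chance, and at an unadjusted p under 0.01 there were 160 against 288. Of these 160, 58 were higher in HDACI and 102 were lower. The count at 0.01 depended on single arrays. It was 102 without HDACI replicate 2, 287 without vehicle replicate 1, 103 without vehicle replicate 2 and 245 without vehicle replicate 3, and 0 probe sets passed the adjusted threshold in any of these.

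**Figure D2:**
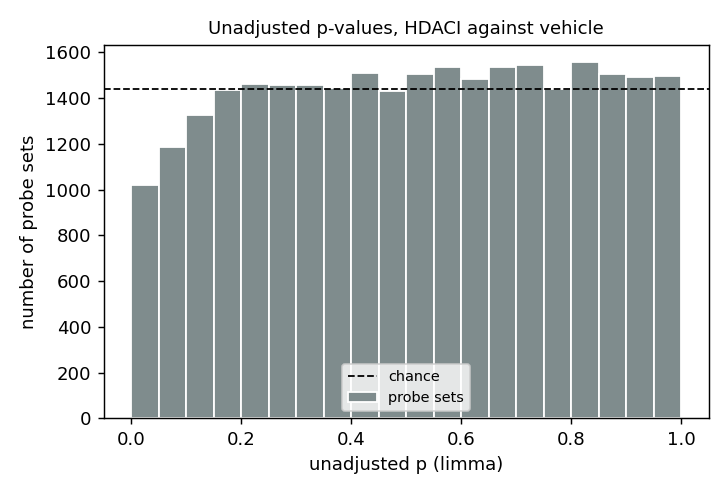
Bars give the number of probe sets per interval of 0.05 of the unadjusted limma p-value, and the dashed line gives the 1441 that chance puts in each. The lowest interval holds 1022 probe sets.

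The permissive threshold of 0.01 took in 64 genes, 44 of them lower and 20 higher in HDACI. The values of these genes are given as descriptions, since none passed adjustment over all probe sets (adjusted p = 1.0 for each named gene). Of the 44 lower genes 3 were on the skeletal muscle list, 2 of them among the 10 largest falls. Of these 2, Xirp2, an actin-binding protein of striated muscle, differed by -1.21 ± 0.34 (log2, SE), and Scn4a, the sodium channel of skeletal muscle, by -0.47 ± 0.11. Among the other 8, Tmem38a, a cation channel of the sarcoplasmic reticulum, differed by -0.42, Bves, a membrane protein of the Popeye family, by -0.38, and Fabp3, a fatty acid-binding protein of heart and muscle, by -0.34. The remaining ones were Lrrn3 (-0.51 ± 0.14), Cd55, which restrains complement (-0.49 ± 0.14), Tom1l1 (-0.43), the ribonuclease P subunit Pop5 (-0.43) and Ly6g6d (-0.40). The skeletal muscle list was higher in 3 of the 4 vehicle arrays. With the skeletal muscle score as a covariate, Tmem38a differed by -0.12, Fabp3 by -0.20, Bves by -0.27, Tom1l1 by -0.27, Lrrn3 by -0.52, Cd55 by -0.61, Ly6g6d by -0.40 and Pop5 by -0.36. Xirp2 (-0.26) and Scn4a (-0.19) are members of the list the score is built from, so their values with it say nothing of their own. Without the 2 vehicle arrays highest in muscle genes Xirp2 differed by -0.56, Scn4a by -0.30, Tmem38a by -0.21, Fabp3 by -0.22, Bves by -0.28 and Tom1l1 by -0.32. Without the 3 highest, which left 1 vehicle array, these differed by -0.40, -0.18, -0.19, -0.22, -0.24 and -0.17. In these 2 settings Lrrn3 differed by -0.56 and -0.55, Cd55 by -0.65 and -0.42, Ly6g6d by -0.36 and -0.38, and Pop5 by -0.29 and -0.49.

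Among the 10 largest rises, RT1-CE10, a class I major histocompatibility gene, differed by 0.40 ± 0.11 (log2, SE). Hamp, the iron-regulating hormone hepcidin, differed by 0.39 ± 0.08, and its lowest HDACI array (10.37) lay above its highest vehicle array (10.28). The transcription factors Prrx2 and Spic differed by 0.29 and 0.26. The remaining genes were Spopfm2l2 (0.34), Acsf2 (0.25), Ccdc125 (0.24), Zbed3 (0.23) and the olfactory receptors Or1f28 (0.24) and Or1j12 (0.23). With the skeletal muscle score as a covariate Hamp differed by 0.47, RT1-CE10 by 0.41 and Spopfm2l2 by 0.39, but Prrx2 by 0.16, Spic by 0.14 and Or1f28 by 0.15. Without the 2 vehicle arrays highest in muscle genes, these differed by 0.37, 0.37, 0.39, 0.23, 0.17 and 0.22. Without the 3 highest, which left 1 vehicle array, they differed by 0.56, 0.37, 0.30, 0.10, 0.18 and 0.14.

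Only 10 probe sets combined an unadjusted p under 0.01 with a change of at least 1.5-fold, 5 higher and 5 lower. Xirp2 was the single one among them chosen by the rule for genes. The other named ones, chosen after their values were seen, were second probe sets of H2az1, a variant histone, and of LOC108353138. The H2az1 probe set was 3.05-fold higher in HDACI (11.29 ± 0.43 against 9.68 ± 0.69, SD, n = 4 each), but the brighter probe set of the same gene differed by -0.05, in the opposite direction. The LOC108353138 probe set differed by 0.89, against 0.00 for the brightest of its 6 probe sets. The remaining ones of this gene differed by 0.51, 0.05, -0.09 and -0.32. Without vehicle replicate 3 the count was 80 and without vehicle replicate 4 it was 17. Without the 3 vehicle arrays highest in muscle genes, which left 1 vehicle array, it was 48. Among probe sets without a symbol, 10930616 was 1.76-fold higher in HDACI and 10700161 differed by -1.17, and the groups did not overlap for either.

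Skeletal muscle genes fell as a group. All 36 measured members were lower in HDACI, with a mean difference of -1.37 and a median of -1.43 (log2), and camera gave an adjusted p = 3.42e-32. With an estimated correlation the list did not pass (adjusted p = 0.543). Adjusted over the list alone, 29 of the 36 genes passed, against 0 when adjusted over all probe sets. The list is not independent evidence, since genes found on these arrays had been seen when it was written, and its members moved as a unit (estimated correlation 0.778). The difference came from 3 vehicle arrays. The median member lay 3.03 above the HDACI mean in vehicle replicate 1, 1.95 in replicate 2 and 0.99 in replicate 4 (log2), but -0.09 in replicate 3, where 26 of 36 genes lay inside the range of the HDACI arrays. Myh4, a fast myosin heavy chain chosen after its values were seen, measured 11.97, 11.05, 6.98 and 10.44 in vehicle replicates 1 to 4 against a mean of 7.41 in HDACI. The exact permutation p of the list mean was 0.114.

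**Figure D3:**
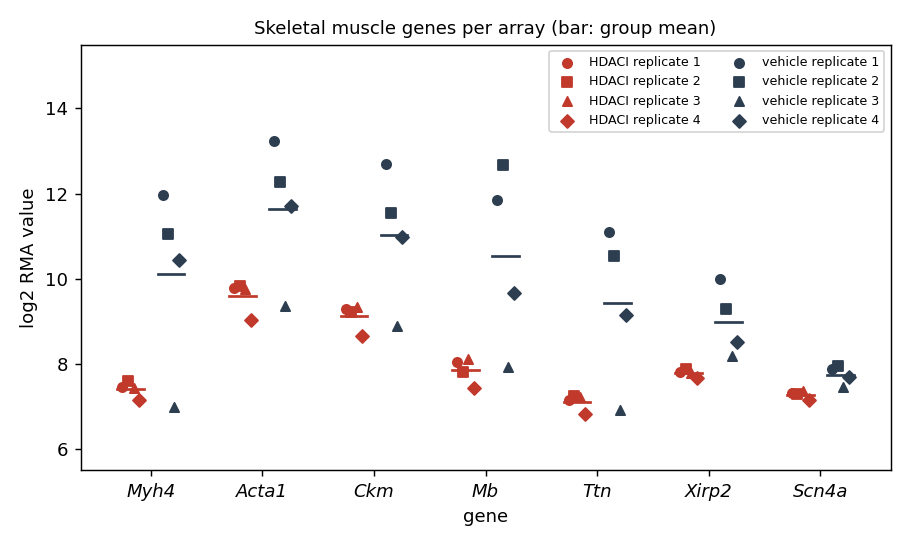
Log2 RMA values of 7 skeletal muscle genes are shown per array, HDACI in red and vehicle in dark blue, with bars for the group means of n = 4. Vehicle replicates 1, 2 and 4 lie above the HDACI arrays, while vehicle replicate 3 lies beside them for most genes.

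Most genes on 5 lists of neuronal and nerve injury genes were slightly lower in HDACI. These lists overlap and are not separate results: of its 20 genes, neuropeptides shares 6 with the injury list, 4 with sensory neuron identity and 3 with the REST list, and sensory neuron identity shares 5 with pain channels. Pain channels and receptors fell by camera (adjusted p = 1.78e-05), with 32 of 38 members lower and a median of -0.09 (log2). With an estimated correlation this list did not pass (adjusted p = 0.543). This list, too, had been written after genes from these arrays were seen. Its members with the smallest p were Npy2r, a receptor of neuropeptide Y (-0.32 ± 0.09), the kappa opioid receptor Oprk1 (-0.34 ± 0.10), the GABA receptor subunit Gabra2 (-0.18 ± 0.05) and the prostaglandin receptor Ptger4 (-0.26 ± 0.09, SE). Neuronal genes repressed by REST fell likewise (adjusted p = 1.78e-05), with 19 of 20 lower and a median of -0.08, and did not pass with an estimated correlation either (adjusted p = 0.543). Among them were the synaptic vesicle proteins Syt1 (-0.26) and Syp (-0.12), Chgb (-0.21) and the neurotrophin Bdnf (-0.12). Syp differed by -0.18 without vehicle replicate 1 and by -0.07 without vehicle replicate 2, Chgb by -0.14 without HDACI replicate 4 and Bdnf by -0.07 without vehicle replicate 4. By limma, 0 members of either list passed when adjusted over the list alone. Both lists passed with each array left out and with the skeletal muscle score as a covariate (adjusted p = 4.53e-08 and 1.59e-05), but their size depended on single arrays. The mean of pain channels was -0.11 with all arrays, -0.05 without vehicle replicate 4 (adjusted p = 0.0439) and -0.18 without vehicle replicate 1. The mean of the REST list was -0.10 with all arrays and -0.15 without vehicle replicate 1.

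The nerve injury response (20 of 26 lower, median -0.07, adjusted p = 0.00489), sensory neuron identity (22 of 29 lower, median -0.08, adjusted p = 0.00489) and neuropeptides (14 of 20 lower, median -0.07, adjusted p = 0.0259) also fell by camera. With an estimated correlation the adjusted p was 0.543, 0.543 and 0.555. The mean of the injury list was -0.06, and -0.09 without vehicle replicate 1. Of the injury genes, Npy differed by -0.13 ± 0.05, Cckbr by -0.28, Vip by -0.33 (-0.19 without HDACI replicate 4) and Bdnf by -0.12. In sensory neuron identity, Pvalb differed by -1.43, and by -0.93 without vehicle replicate 1. This calcium-binding protein marks proprioceptors but is also made in fast muscle, and it is itself a member of the skeletal muscle list. Calcb differed by -0.31 (-0.18 without vehicle replicate 4), Ret by -0.16 and Isl1 by -0.14, while the neuropeptide Cck differed by 0.17. For Isl1 the difference was -0.21 without vehicle replicate 1 and -0.09 without vehicle replicate 2. Vehicle replicate 4 carried much of this. Its mean was 0.33 for sensory neuron identity and 0.28 for neuropeptides (log2, relative to the mean of all arrays), and without it the adjusted p was 0.559 for both. Their means went from -0.13 to -0.04 and from -0.08 to 0.00 without it, and that of neuropeptides to -0.13 without vehicle replicate 1 and to -0.04 without HDACI replicate 4. The mean of sensory neuron identity includes Pvalb, its lowest member at -1.43, and was not computed without that gene. Neuropeptides also did not pass without HDACI replicate 1 (adjusted p = 0.0594) or HDACI replicate 4 (adjusted p = 0.114).

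Of the 5 lists of immune genes, 2 passed by camera at its preset correlation, while macrophages, neutrophils and T and B lymphocytes did not. Cytokines and chemokines rose (adjusted p = 1.78e-05), with 21 of 24 higher and a median of 0.12. With an estimated correlation they did not pass (adjusted p = 0.543). They included the adhesion molecule Icam1 (0.18 ± 0.06), the cytokine Il1b (0.32 ± 0.11), the cytokine signalling inhibitor Socs3 (0.29 ± 0.11) and the chemokine Cxcl12 (0.18 ± 0.08, SE). Interferon and antigen presentation rose as well (adjusted p = 0.000165), with 20 of 24 higher and a median of 0.13, but not with an estimated correlation (adjusted p = 0.543). Besides RT1-CE10, its leading members were the GTPase Gbp2 (0.21 ± 0.06), the immunoproteasome subunit Psmb9 (0.33 ± 0.13) and the peptide transporter Tap2 (0.38 ± 0.17). The interferon list rested on HDACI replicate 3, whose mean lay at 0.60, and without it the mean difference was 0.00 instead of 0.17 (adjusted p = 0.684). Without HDACI replicate 1 it was 0.26. For cytokines and chemokines HDACI replicate 4 lay highest, at 0.29, as it did for macrophages. Without it the mean difference was 0.06 instead of 0.14 (adjusted p = 0.0197), and Il1b differed by 0.20.

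Other lists that rose by camera were endothelial cells and pericytes (14 of 17 higher, median 0.10, adjusted p = 0.00716), fibroblasts and meninges (16 of 19, median 0.13, adjusted p = 0.0131), immediate early genes (15 of 19, median 0.06, adjusted p = 0.0139) and erythroid cells (7 of 8, median 0.21, adjusted p = 0.0350). Stress and heat shock genes fell (13 of 18 lower, median -0.04, adjusted p = 0.0224). With an estimated correlation none of these 5 passed (adjusted p = 0.543). Leading members of the vascular list were the pericyte genes Pdgfrb (0.15), Cspg4 (0.15) and Rgs5 (0.14) and the endothelial gene Tie1 (0.20). Those of fibroblasts and meninges were the collagens Col1a1 (0.20), Col5a1 (0.13) and Col1a2 (0.13), and Mgp (0.24). Others were the early response genes Nab2 (0.20 ± 0.06), Fosl2 (0.25 ± 0.09), Junb (0.19) and Ier2 (0.10), and the haemoglobin gene Hbb-b1 (0.65 ± 0.43). The erythroid gene Hemgn differed by 0.16 and had a smaller unadjusted limma p (0.133) than Hbb-b1 (0.164). Alas2 differed by 0.37 and Hbb by 0.51. Without HDACI replicate 2 Hbb-b1 differed by only 0.22, Hemgn by 0.09, Alas2 by 0.09 and Hbb by 0.09. Rgs5 differed by 0.09 without HDACI replicate 1, and without HDACI replicate 4 Col5a1 differed by 0.08 and Fosl2 by 0.16. Without that array Tie1 differed by 0.10, Mgp by 0.14 and Col1a2 by 0.08. Mgp also differed by 0.14 without vehicle replicate 4, and Col1a2 by 0.08 without vehicle replicate 2. The mitochondrial superoxide dismutase Sod2 differed by -0.22 ± 0.07 and the chaperone Hsp90aa1 by -0.10. Of the same list, Hsph1 differed by -0.17 (-0.10 without vehicle replicate 4) and Nqo1 by -0.27 (-0.18 without HDACI replicate 4). With the skeletal muscle score as a covariate, the vascular list (adjusted p = 0.795), fibroblasts and meninges (0.251), immediate early genes (0.369) and stress genes (0.0736) did not pass. Calls ended without HDACI replicate 1 for the vascular list (adjusted p = 0.230), immediate early genes (0.580) and erythroid cells (0.239). They ended without HDACI replicate 2 for erythroid cells (adjusted p = 0.323) and stress genes (0.176), and without HDACI replicate 4 for fibroblasts and meninges (0.170). Without vehicle replicate 1 they ended for the vascular list (adjusted p = 0.0851), immediate early genes (0.0877) and erythroid cells (0.134), and without vehicle replicate 2 for fibroblasts (0.153) and stress genes (0.0834). Erythroid cells did not pass without vehicle replicate 3 (adjusted p = 0.0638). Without vehicle replicate 4, erythroid cells (adjusted p = 0.369), the vascular list (0.0642), fibroblasts (0.238) and stress genes (0.275) did not pass. The mean of erythroid cells went from 0.26 to 0.08 without HDACI replicate 2. Without HDACI replicate 1 the means of the vascular list and of immediate early genes went from 0.08 to 0.05 and from 0.07 to 0.03. The mean of fibroblasts, 0.13 with all arrays, was 0.05 without HDACI replicate 4 and 0.06 without vehicle replicate 2, but 0.21 without HDACI replicate 3 and 0.19 without vehicle replicate 1. That of stress genes, -0.05 with all arrays, was -0.03 without HDACI replicate 2, -0.02 without vehicle replicate 4 and -0.07 without vehicle replicate 1.

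In all, 13 of 26 lists passed by camera with its preset correlation, 7 lower and 6 higher, and 0 passed with an estimated correlation or by fry. An exact permutation test of list means also passed 0, but with a smallest p of 0.0286 it could pass a list only if at least 15 of the 26 reached that value. Splits of the 8 arrays into 4 and 4 other than the real one passed 1 to 14 lists at the preset correlation, with a median of 8. Passing there is therefore no sign of a treatment effect by itself. Without vehicle replicate 4 the count for the real groups was 7. It was 16 without the 2 vehicle arrays highest in muscle genes and 8 without the 3 highest, which left 1 vehicle array.

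**Figure D4:**
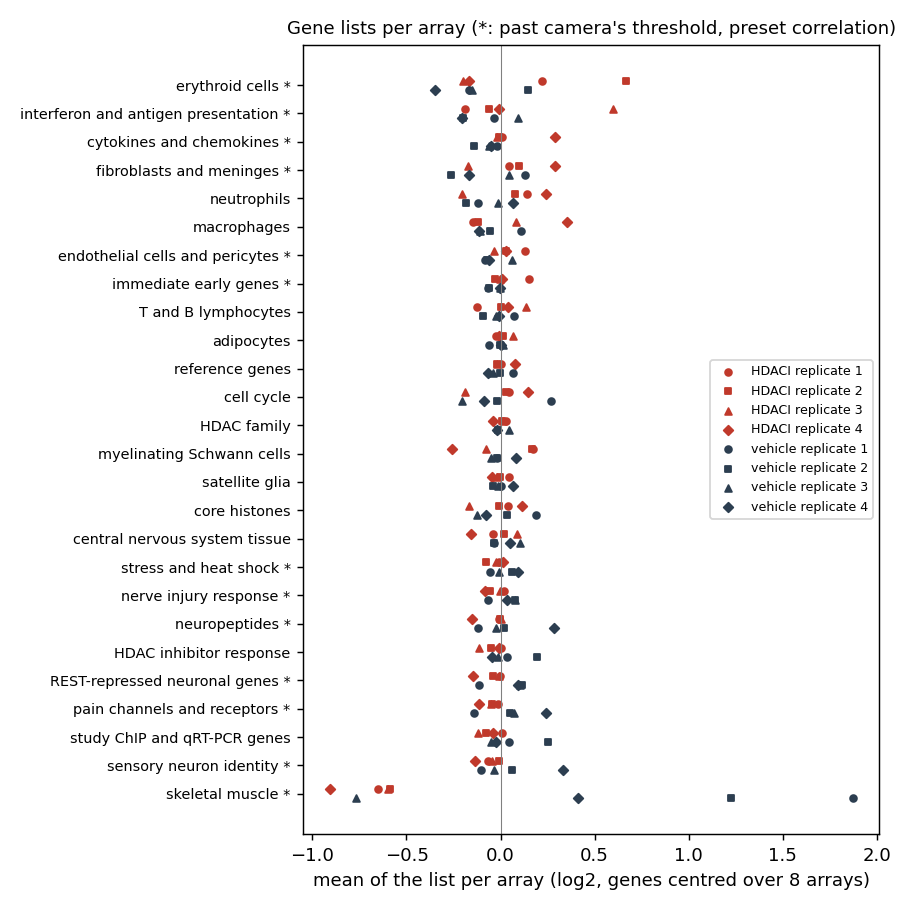
For each of the 26 lists, points give the mean over its genes in each array (log2, each gene centred on its mean over 8 arrays), with HDACI in red, vehicle in dark blue and a symbol per replicate. Skeletal muscle spans from -0.91 in HDACI replicate 4 to 1.87 in vehicle replicate 1, and the groups overlap in every list.

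The remaining 13 lists did not pass. Macrophages came closest (adjusted p = 0.0509), with 20 of 23 higher and a median of 0.09. The smallest p there belonged to the class II gene RT1-Da (-0.15, and -0.10 without vehicle replicate 1) and the lipopolysaccharide co-receptor Cd14 (0.31, and 0.07 without HDACI replicate 4). The macrophage difference rested on HDACI replicate 4, whose mean lay at 0.35, and turned from 0.08 to -0.02 without it (adjusted p = 0.407). It was 0.15 and 0.14 without HDACI replicates 1 and 2 and 0.13 without vehicle replicate 1. Central nervous system tissue had an adjusted p = 0.166 and a median of -0.03, with the astrocyte genes Slc1a2 (-0.29 ± 0.11) and Aqp4 (-0.27 ± 0.11, SE). Without vehicle replicate 3 these differed by -0.18 and -0.16, and the list mean was -0.01 instead of -0.04. That mean was 0.00 without HDACI replicate 4 and -0.08 without HDACI replicate 3. Neutrophils had an adjusted p = 0.265 and a median of 0.04, with Mmp9 at 1.11 ± 0.83 and Prtn3 at 0.14 (0.07 without HDACI replicate 3). Mmp9 measured 12.07 in HDACI replicate 4 and at most 9.33 in the other HDACI arrays, and without that array it differed by 0.22, against 1.70 without HDACI replicate 3. The list mean was 0.13, and 0.07 and 0.22 without these 2 arrays. Satellite glia had an adjusted p = 0.456 and a median of -0.05, with the gap junction gene Gja1 at 0.42 ± 0.19 (0.25 without HDACI replicate 4) and Fabp7 at -0.14. Fabp7 differed by -0.25 without vehicle replicate 2, -0.06 without vehicle replicate 4 and -0.09 without HDACI replicate 3. Known responders to HDAC inhibitors had an adjusted p = 0.491 and a median of -0.03, with 9 of 13 lower and Gadd45b at 0.11 ± 0.04. The genes the study assayed had an adjusted p = 0.421 and a median of -0.02. Without vehicle replicate 2 the means of these 2 lists were -0.04 instead of -0.09 and -0.05 instead of -0.11. The lowest member of both was Des (-0.89), which is also on the skeletal muscle list, and the means were not computed without it. Medians lay within 0.03 of 0 for reference genes (adjusted p = 0.633), T and B lymphocytes (0.697), core histones (0.697), adipocytes (0.697), cell cycle (0.807), myelinating Schwann cells (0.970) and the HDAC family (0.970). Some of these results depended on the processing or on single arrays. Macrophages passed with median centring (adjusted p = 0.0310), quantile normalization (0.0378), cyclic loess (0.0378) and the skeletal muscle covariate (0.00937). With the covariate, cell cycle (adjusted p = 3.64e-08) and core histones (0.0115) passed as higher in HDACI and central nervous system tissue (0.0115) as lower. Without the 2 vehicle arrays highest in muscle genes, macrophages (adjusted p = 0.00144), cell cycle (2.06e-06), core histones (0.0187) and reference genes (0.0278) passed as higher and central nervous system tissue (0.0143) as lower. Without the 3 highest, macrophages (adjusted p = 0.0349), cell cycle (2.39e-07) and core histones (0.00855) passed as higher and central nervous system tissue (0.00855) as lower. All calls in these settings used the preset correlation. With an estimated correlation, which was fitted on all arrays without covariate only, the adjusted p was 0.734 for macrophages and central nervous system tissue, 0.853 for reference genes, 0.928 for core histones and 0.989 for cell cycle and Schwann cells. Members of the cell cycle list moved as a unit (estimated correlation 0.807). Without dim probe sets central nervous system tissue passed (adjusted p = 0.0117), and with array weights cell cycle (0.0451) and myelinating Schwann cells (0.0424) did. Macrophages also passed without HDACI replicate 1 (adjusted p = 0.000995), HDACI replicate 2 (0.000744) or vehicle replicate 1 (0.00239). Central nervous system tissue passed without HDACI replicate 3 (adjusted p = 0.0159) or vehicle replicate 2 (0.0222), cell cycle without HDACI replicate 3 (0.0185) or vehicle replicate 1 (0.000407), and myelinating Schwann cells without HDACI replicate 4 (0.00331). Median and mean differed in sign for core histones and Schwann cells, and for the HDAC family both were above 0 while camera pointed lower.

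Of the 10 genes the study assayed by ChIP-qPCR or qRT-PCR, 9 had a probe set of their own. Hdac2 was lower in HDACI in all 4 arrays, at -0.13 ± 0.04 (log2, SE), or 0.912-fold, and its groups did not overlap (exact permutation p = 0.0286, the smallest that 70 relabellings allow). By limma over the list alone it did not pass (adjusted p = 0.10), but it passed with an intensity trend (adjusted p = 0.0376) and with its robust form (0.0445). Rest, a repressor of neuronal genes, differed by 0.14 ± 0.06, and Hdac1 by 0.10 ± 0.07 (0.04 without HDACI replicate 4). The calcium channel subunit Cacna2d1 differed by -0.12 ± 0.07 (-0.07 without vehicle replicate 3) and Hdac11 by 0.00 ± 0.11. Des, the intermediate filament of muscle, differed by -0.89 ± 0.40 and is itself on the skeletal muscle list, with 10.77 and 10.82 in vehicle replicates 1 and 2 and values from 8.97 to 9.25 in all other arrays. The metallothioneins Mt1 and Mt2A differed by -0.02 ± 0.08 and -0.12 ± 0.28, and Gapdh by 0.02 ± 0.05. Mt2A was higher in HDACI without vehicle replicate 2 (0.13) or HDACI replicate 3 (0.01). It was lower by 0.32 without vehicle replicate 1, and by 0.25, 0.06 and 0.19 without HDACI replicates 1, 2 and 4. With each array left out, Hdac11 ran from -0.06 (without HDACI replicate 3) to 0.10 (without HDACI replicate 4) and Mt1 from -0.09 to 0.04 (without vehicle replicates 1 and 2). Gapdh ran from 0.01 (without vehicle replicate 3) to 0.05 (without HDACI replicate 2). Of the other 14 probe sets that carry the Gapdh name, 9 had the opposite sign. By limma with default settings, 0 of 9 genes passed when adjusted over the list alone, and 0 when adjusted over all probe sets. The exact permutation test could pass a gene only if at least 6 of the 9 reached its smallest p. The mitochondrial cysteine transfer RNA was not analysed here.

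The arrays excluded large changes for most probe sets. The 95% confidence interval lay inside 1.5-fold in both directions for 96.2% of probe sets and inside 2-fold for 99.2%. For Cacna2d1 the interval ran from -0.27 to 0.03, and for Hdac1 from -0.05 to 0.25 (log2). It was wide for muscle genes, such as Myl1, which differed by -2.80 with an interval from -4.87 to -0.74.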

Values the study reported

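For the injured DRG, with n = 4 per group, the study reported 0 transcripts of 29,214 that changed after correction for multiple testing at P < 0.05. At an uncorrected P < 0.01 it reported 103 transcripts as lower and 60 as higher with HDACI. With a change of at least 1.5-fold in addition, 4 were lower and 4 were higher.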

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

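These results were singled out because 1 array lay far from the other 3 of its group, a comparison fixed before the data were examined. Of 262 groups of 4 arrays, 16 met this, and chance flags about 1 in 20 groups, or 13.1, so the number itself is near what chance gives.

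HDACI replicate 4 accounted for 6 of the 16. It was highest on component 2 (22.6), for the cytokine Il1b (8.44, next 8.01), for Cd14 (9.72, next 8.81) and for the mean of cytokines and chemokines (0.29, next 0.01). It was lowest for Pvalb (7.97, next 8.48) and for the mean of neuropeptides (-0.15, next -0.01). Vehicle replicate 3 accounted for 5, and was highest in its group for Prrx2 (7.91), the astrocyte genes Slc1a2 (7.66) and Aqp4 (7.88), the HDAC family (0.0464) and endothelial cells and pericytes (0.0629). Vehicle replicate 1, with 3, was lowest for Ret (11.33), Rgs5 (11.65) and the neuronal genes repressed by REST (-0.12). Vehicle replicate 4 was highest for Ptger4 (9.26), and HDACI replicate 3 was lowest for Des (8.97). Gene values are log2 signals and list values are log2 means relative to all 8 arrays.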

How the results depend on the processing

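Leaving out arrays by their muscle signal and the exact test of list means were chosen after the data had been seen. By limma, 0 probe sets passed an adjusted p of 0.05 under every setting that refitted the counts (smallest adjusted p 0.0656, without vehicle replicate 3), against 1022 at an unadjusted p under 0.05. None of the 95 named genes passed in 21 settings, and 13 changed sign in at least 1. By over 1.5 times or in sign, 45 moved with an array left out in turn, 42 with the skeletal muscle covariate, 25 without the 2 and 47 without the 3 muscle-rich arrays. The replicate numbers did not pair the arrays: same-number correlations were -0.04, 0.01, 0.01 and -0.28, and no array correlated best with its own number. With the replicate block, 120 probe sets passed an unadjusted p of 0.01, 54 higher and 66 lower, and 13 lists passed. Without dim probe sets the counts were 106 (35 higher), with 6 past 1.5-fold, and with 1-symbol probe sets 78 (27 higher, 51 lower) and 3, as fewer probe sets were tested. Array weights gave 372 (152 higher, 220 lower) and 16, and the skeletal muscle covariate gave 19 past 1.5-fold. The cause was not tested. With each array left out, the counts ran from 102 (without HDACI replicate 2) to 287 (without vehicle replicate 1), and were 103 without vehicle replicate 2 and 245 without vehicle replicate 3. Higher ones ran from 38 to 83, lower ones from 55 to 204, and those past 1.5-fold from 9 to 80 (80 without vehicle replicate 3, 17 without vehicle replicate 4). Lists ran from 7 (without vehicle replicate 4) to 14, and the exact permutation p of component 2 from 0.0286 (without vehicle replicate 3) to 0.457. Components were refitted each time, so component 2 need not be the same axis throughout.

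Of the lists, 13 passed with camera's preset correlation, 0 with an estimated correlation and 0 by fry. The exact permutation test also passed 0, but could pass a list only if at least 15 of 26 reached its smallest p, so its 0 says little. Macrophages passed in addition under median centring, quantile normalization, cyclic loess, the skeletal muscle covariate and without the 2 or 3 arrays. Cell cycle (higher) and central nervous system tissue (lower) passed in the last 3 settings too, all at the preset correlation. Without the 3 vehicle arrays highest in muscle genes, 8 lists passed and 48 probe sets passed 1.5-fold, with the lone vehicle array assumed to vary like the HDACI arrays. Some lists turned direction. Skeletal muscle was higher in HDACI with the covariate, which is built from it (adjusted p = 0.495), and without the 3 arrays, which were chosen for that signal (0.0663). Core histones were higher with the covariate (adjusted p = 0.0115), without 2 arrays (0.0187) and without 3 (0.00855), and endothelial cells and pericytes were lower without 3 (0.758). The cause was not tested for the last 2 lists. Of the genes the study assayed, 1 passed limma over the list alone with an intensity trend and 1 with its robust form (Hdac2 in both). Dim probe sets lie near background, where RMA compresses differences.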

Other observations

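The tests of a shared fall of muscle genes and of osteoclast genes, and the counts without arrays rich in muscle signal set beside the covariate, were chosen after the results were seen. Genes of osteoclasts, the cells that resorb bone, stood out in a single treated animal. In HDACI replicate 4 the collagenase Mmp13 lay 4.45 above the mean of the other 7 arrays (log2), Mmp9 3.69, the proton pump subunit Atp6v0d2 2.19, cathepsin K (Ctsk) 1.88 and tartrate-resistant acid phosphatase (Acp5) 1.87. Of 9 measured osteoclast genes, 5 lay more than 1 above the others. The other 4 differed less, with Tcirg1 at 0.56, Clcn7 at 0.26, Itgb3 at 0.16 and Calcr at -0.14. The list mean was 1.45 in HDACI replicate 4 and next highest in vehicle replicate 1, at 0.12 (log2, relative to all 8 arrays). In vehicle replicate 1 Atp6v0d2 measured 7.45, against 6.16 to 6.51 in the arrays other than HDACI replicate 4. Acp5, by contrast, measured 8.96 there, under the mean of 9.09 without HDACI replicate 4.

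Skeletal muscle genes were lower in HDACI, and muscle tissue in some of the vehicle samples is a candidate explanation. Over the 8 arrays the list mean ran with 27 further muscle genes outside it (r = 0.983, exact permutation p = 4.96e-05), all 27 of which were lower in HDACI, with a mean of -0.59. Ampd1, Myot and Tmem38a among them had been seen on these arrays before, and the other 24 gave r = 0.975. Muscle genes can run together whatever changed them, so this correlation does not favour muscle tissue over another cause. A fall shared by all HDACI samples against all vehicle samples stays open too. Every vehicle array lay above every HDACI array in 11.1% of list genes, but that share rests on vehicle replicate 3 alone and is 91.7% without it. Acta1, chosen after its values were seen, measured 13.24, 12.27, 9.35 and 11.72 in vehicle replicates 1 to 4, against a mean of 9.60 in HDACI. Where such tissue came from, and whether HDACI acted on muscle in some animals, was not tested.

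Fewer probe sets passed an unadjusted p of 0.01 than chance gives, 160 against 288. Whether muscle signal widened the spread stays open. The count was 162 with the skeletal muscle covariate, which had been set to decide it, but the covariate runs with the groups and lowered the share of intervals inside 1.5-fold from 96.2% to 90.4%. It was 287 without vehicle replicate 1, the array with most muscle signal, 103 and 200 without vehicle replicates 2 and 4, 197 without the 2 arrays highest in it and also 197 without the 3 highest, and 372 with array weights. It was also 245 without vehicle replicate 3, an array low in muscle genes. Widening by HDACI replicate 4 is argued against by 134 without it. Of the 35 splits of the 8 arrays into 4 and 4, 26 gave fewer than chance, with a median of 167.5 over the other splits, so most groupings share the low count. For a count as large as the real 160, which 19 splits gave, chance cannot be excluded. The highest other gave 1154, for HDACI replicates 1 and 4 with vehicle replicates 1 and 2 against the rest. These arrays lay lowest on component 1 (0.22, -15.6, -24.5 and -2.12, the rest from 3.56 to 16.7). The split was picked for being the highest, and a structure of the samples across the groups was not tested. No biological explanation was tested.

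For the osteoclast genes in HDACI replicate 4, bone tissue in the sample stays open. Bone-forming genes did not rise as a set, with a median difference from the other arrays of -0.0307. Omd (0.64), Runx2 (0.41) and Col1a1 (0.34) were higher, while Ibsp (-0.40) and Bglap (-0.28) were lower. Some were dim, such as Dmp1 (6.29 in the other arrays), and bone tissue with few bone-forming cells would not raise them. Macrophage genes were also higher in HDACI replicate 4, with a median of 0.44 against 1.87 for the osteoclast list. Whether more macrophages were the whole cause stays open, since the highest osteoclast genes were picked for standing out. The mean difference between groups was 0.0370 without that array, which follows from how the genes were picked and decides nothing about an effect of HDACI. A cell state particular to this animal stays open, and whether vehicle replicate 1 shared part of it was not tested.

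For 3 further results chance could not be excluded. For 1.5-fold changes, 18 splits gave as many as the real 10, with 39 as the highest other. For intervals inside 1.5-fold, 15 splits reached the real 96.2%, with 96.7% as the highest other. For lists by camera, 3 splits gave as many as the real 13, with 14 as the highest other and a median of 8 over the other splits. For probe sets past an adjusted p of 0.05 the real count was 0 by limma (1022 at an unadjusted p under 0.05), so all 35 splits had to reach it and the comparison says nothing. The highest other split gave 2.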
